A study of Escherichia coli K-12 with 3 samples. Its data were reported in "High intrinsic hydrolytic activity of cyanobacterial RNA polymerase compensates for the absence of transcription proofreading factors" (2019).

How the data were processed

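Total RNA was sequenced from 3 mid-exponential cultures (OD600 of about 0.5) of Escherichia coli K-12 strain MG1655, a wild-type laboratory strain. Per the labels, ribosomal RNA was depleted, the RNA was fragmented with ultrasound and an adapter was ligated to its 3′ end. First-strand cDNA was made with PrimeScript reverse transcriptase, the sequencing adapter was then ligated to the cDNA, and the product was amplified by PCR. Read position 1 therefore lies at the end of the cDNA where reverse transcription stopped, and the read has the sequence of the RNA strand. No molecular identifiers were used, so PCR copies cannot be recognised as such.

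The authors trimmed the reads with fastx_trimmer and aligned them with Bowtie to the MG1655 chromosome, allowing 3 mismatched bases and keeping reads with a single place in the genome. The deposited alignments list, for each read, its strand, leftmost position, sequence, base qualities and mismatches. These lists were counted here without realignment. The authors also deposited a table of error rates in percent, 12 specific rates and a total rate for each culture, together with a sequence length. Per the study's methods, these percentages are reads with a mismatch among total reads, filtered on Phred quality, with ambiguous bases and strain variants left out. Aligner version and trimming lengths were not given in the sources used here. The table held 0 columns of values that could not be given to a sample.

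Each alignment was read with a parser written in C++ (g++ 11.4.0), and counts were made with Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and pandas 2.3.3. Figures were drawn with matplotlib 3.10.9. Positions in the deposited lists count from 0, and 1 was added, so that all positions here count from 1 on the chromosome. The reference base at each covered position was rebuilt from the alignments themselves. It was known at 4408385 positions, with 0 disagreements between reads. Genes were taken from a RefSeq gene table of build ASM584v2, which gives no strand. The strand of a coding gene was taken from its start and stop codons, found on a single strand for 4022 of 4290 coding genes, and for other genes from the strand holding most reads. The base qualities took 5 values (Phred 14, 21, 27, 32 and 36), so a minimum of 30 kept the upper ones.

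A mismatch was counted at read position 7, the position the study used, when the read base had a Phred score of 30 or more. Kinds of mismatch are written on the RNA strand as reference base and read base, with U for T. Strand and position pairs at which a non-reference base made up 50% or more of at least 10 pooled passing reads were left out of the rates as possible strain variants. There were 1849 such pairs. The rate was the percentage of all aligned reads. Exact binomial (Clopper-Pearson) 95% intervals were computed per library. Reads that share a start are not independent molecules, so intervals and count tests cover counting error only.

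The 3 cultures form 1 group, and the cyanobacterial libraries of the study were not analysed here, so no comparison between groups was made. Homogeneity between libraries was tested with a chi-square test for the total and for each of the 12 kinds. The Benjamini-Hochberg adjustment covered the 12 kinds. The order of the kinds was compared between libraries with Kendall's W and a permutation test of 100000 resamples. The most and the least frequent kinds were compared within each library as a ratio. A two-sided exact binomial test had been set for this pair, but the choice of the kinds from the same counts fixes its outcome, and it is not reported. Transitions and transversions were compared with random substitution, which gives 1 transition for 2 transversions, by an exact sign-flip test over libraries. For the 6 pairs of complementary kinds the log2 ratio of the 2 rates was taken. A two-sided exact binomial test was run within each library, with the share of each kind under equal rates set by the passing reads over each template base. The adjustment covered 18 tests, and a pair was called when the adjusted p was under 0.05 in the same direction in all 3 libraries.

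Recurrent mismatch sites were strand and position pairs where 1 non-reference base reached 5% of at least 100 passing reads in every library. Sites at 50% or more of the pooled reads were counted apart. Gene shares were reads whose 5′ end lay in the gene on its strand, as a percentage of aligned reads. The sites named are the 10 under 50% with the highest mean share and the 5 at 50% or more with the most pooled reads. The genes named are the 5 with the highest mean share, greA, greB, rpoB and rpoC. These rules, the tests and the alternatives were set before the data were examined, except where a choice is said to have been made later.

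The counting and testing code was tested on simulated data of 400000 reads per library. All 36 of 36 counts at read position 7 equalled the counts drawn. With all read positions pooled, the exact interval held the rate put in for 32 of 36 combinations of kind and library. The largest departure from the rate put in was 2.65%, also over all positions. The kind changed between libraries was called (1 of 1), with 0 unchanged kinds called. Unequal pairs were called in 3 of 3 cases and equal pairs in 0. Of sites put in at 20% and at 80%, 20 of 20 and 5 of 5 were found, with 0 others. The rates put in were higher than those of the data. Mismatches were drawn independently for each read, so false calls that arise from copied reads were not tested.

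Alternatives concerned the Phred minimum (20, 35 or none), the denominator, the sites left out, reads sharing a start, strand and length collapsed to 1, reads with at most 1 mismatch, other read positions (10, 20 or the mean of 7 to 18), the thresholds for recurrent sites and each library left out. Reads with no mismatch at positions 1 to 6 and reads outside the 5 genes with the most reads were added after the data had been seen.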

Results

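The data were 3 libraries of total RNA from exponentially growing cultures of E. coli MG1655, sequenced to count mistakes in RNA made in living cells. E. coli has the proofreading factors GreA and GreB, which help RNA polymerase (RNAP) to cut out a wrongly added nucleotide. The study set this species against a cyanobacterium that lacks them, and the question answered here is how many mismatches, and of which kinds, the E. coli reads carried. Mismatches in reads include mistakes of RNAP, of reverse transcription, of PCR and of sequencing, and RNA damage. Replicate 1 held 11145317 aligned reads, replicate 2 held 10055996 and replicate 3 held 10286935. Reads were 28 to 50 nt long, and 91.0%, 91.9% and 91.1% of them had 50 nt. In the same order, 95.5%, 95.3% and 95.5% of bases had a Phred score of 30 or more. A mismatch was present in 24.9%, 25.2% and 23.4% of reads, and a single read carried up to 12. Most reads (88.1%, 87.6% and 87.9%) were further copies of a start, strand and length already seen. Reads starting in coding genes lay on the gene's strand in 97.5%, 96.8% and 97.3% of cases.

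At read position 7 a mismatch was found in 8949 reads of replicate 1, or 0.0803% (95% interval 0.0786% to 0.0820%). Replicate 2 had 6688 such reads, or 0.0665% (0.0649% to 0.0681%), and replicate 3 had 7332, or 0.0713% (0.0697% to 0.0729%). The mean total rate was 0.0727% ± 0.00700 (SD, n = 3), which is 1 mismatch in 1376 reads. The libraries differed by more than counting error (chi-square 144, p 6.31e-32). Of the alternatives tried, dropping the Phred minimum moved the total rate most, to 0.121%.

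The specific rates ran from 0.0133% ± 0.00337 (SD, n = 3) for G > U to 0.00226% ± 3.97e-05 for A > C, all given as a percentage of aligned reads. Between them, in falling order, were C > U at 0.0108% ± 0.000817, A > G at 0.00952% ± 0.000305, G > A at 0.00820% ± 0.000470, G > C at 0.00613% ± 0.00242 and U > C at 0.00603% ± 0.000395. Lower rates were found for A > U at 0.00357% ± 0.000147, C > G at 0.00346% ± 0.000327, U > G at 0.00337% ± 0.000201, U > A at 0.00322% ± 0.000271 and C > A at 0.00283% ± 0.000319. The order of the 12 kinds was shared between libraries (Kendall's W 0.951, permutation p 1e-05, the smallest that 100000 permutations can give), and W was lowest, 0.896, with no Phred minimum. A > C was the least frequent kind in 3 of 3 libraries. G > U was the most frequent in 2 of 3, while in replicate 2 C > U was first with 0.0108% and G > U had 0.00993%.

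**Figure D1:**
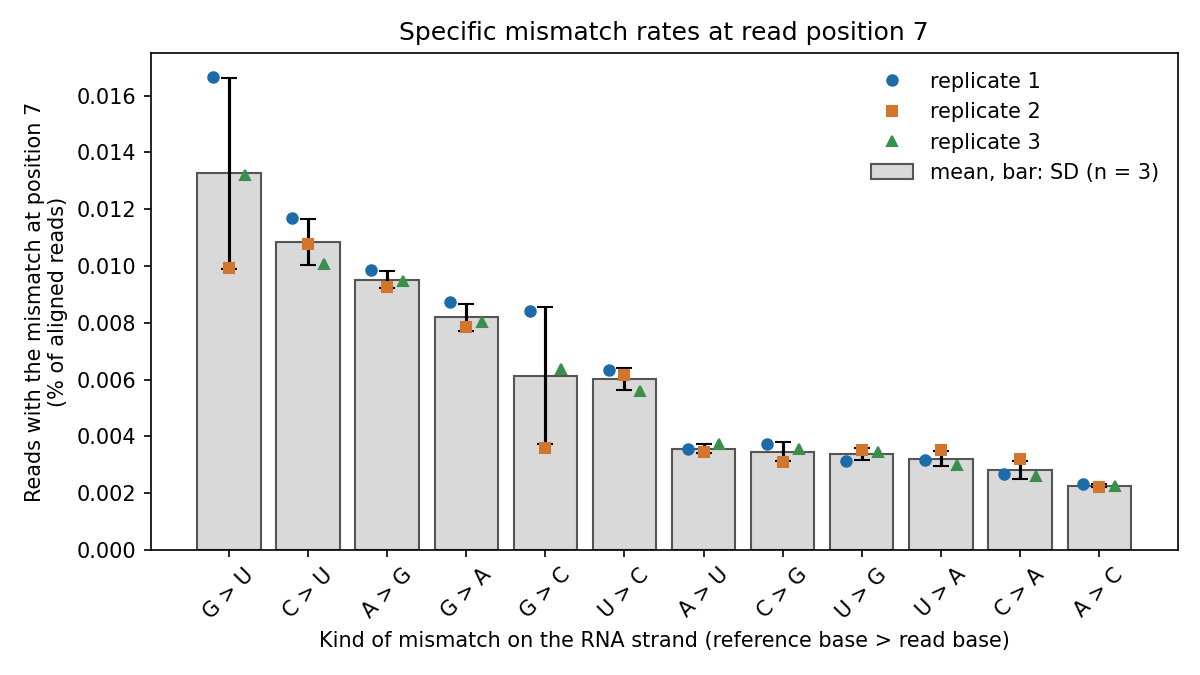
Percentage of aligned reads with each of the 12 kinds of mismatch at read position 7 (vertical axis), by kind on the RNA strand (horizontal axis), with points for the 3 libraries, grey columns for their mean and bars for the SD (n = 3). G > U and G > C spread most between libraries, from 0.00993% to 0.0167% and from 0.00360% to 0.00843%.

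After adjustment over the 12 kinds, 3 kinds differed between libraries by the chi-square test, and 5 did at an unadjusted p under 0.05. The G > U rate was 0.0167% (95% interval 0.0159% to 0.0174%) in replicate 1, 0.00993% (0.00933% to 0.0106%) in replicate 2 and 0.0132% (0.0125% to 0.0139%) in replicate 3. That is a 1.68-fold spread (chi-square adjusted p 5.74e-39). G > C ranged 2.34-fold, from 0.00843% (0.00789% to 0.00898%) in replicate 1 to 0.00360% (0.00324% to 0.00399%) in replicate 2 (chi-square adjusted p 8.57e-43). C > U ranged 1.16-fold (chi-square adjusted p 0.00544). The rates of the other 9 kinds were not distinguishable between libraries after adjustment, and the smallest of their chi-square adjusted p-values was 0.0755, for C > A. Along the read, from position 8 to 40, G > U and G > C were both highest in replicate 1 and lowest in replicate 2 at 33 of 33 positions.

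**Figure D2:**
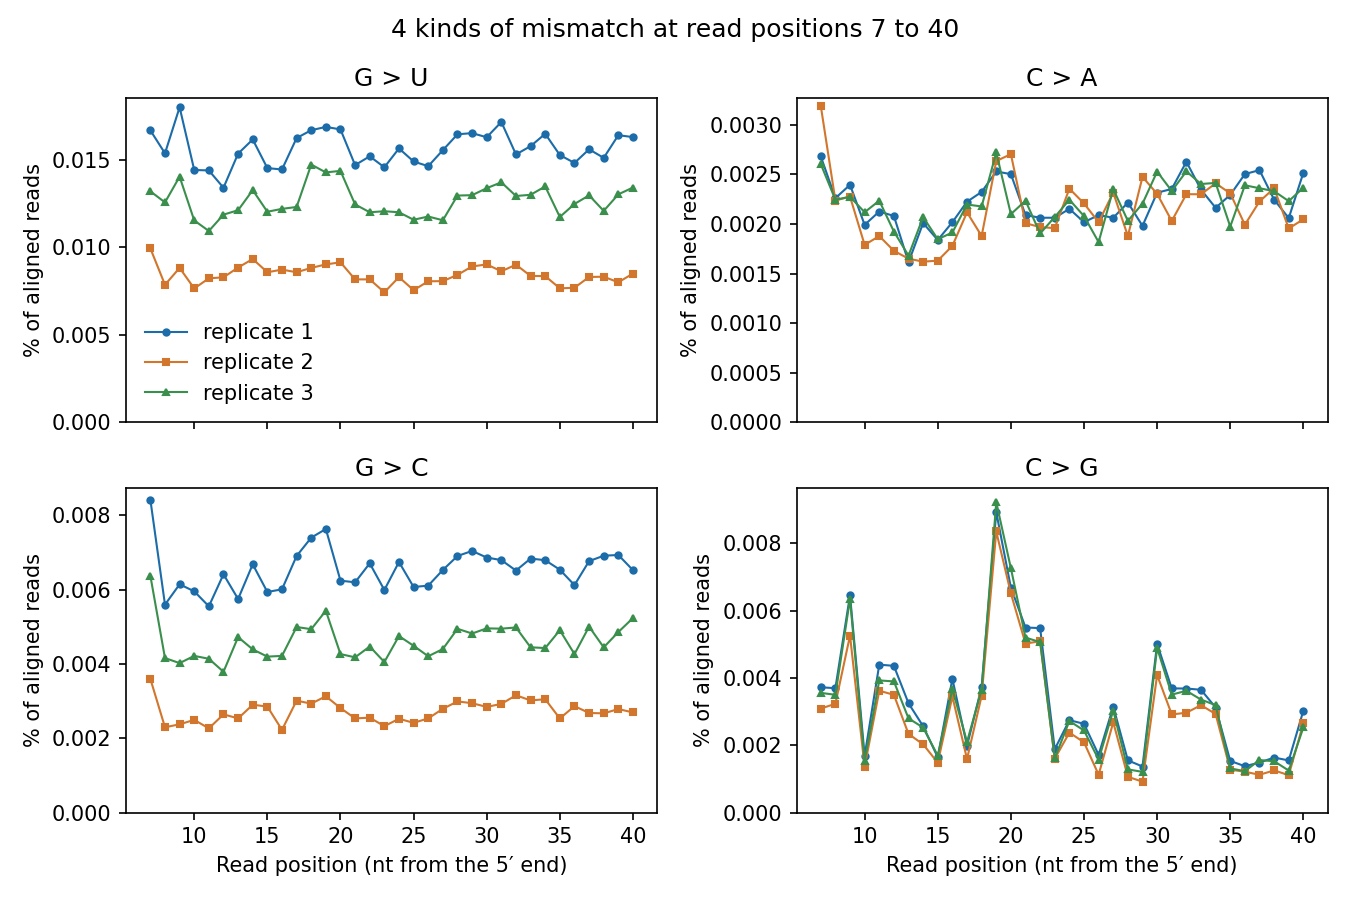
Percentage of aligned reads with G > U, C > A, G > C and C > G (1 panel each, vertical axes from 0 with different scales) at read positions 7 to 40 in nt from the 5′ end (horizontal axis), 1 line per library. For G > U and G > C replicate 1 lies highest and replicate 2 lowest at 33 of 33 positions from 8 to 40.

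G > U was 7.23 times as frequent as A > C in replicate 1, 4.46 times in replicate 2 and 5.85 times in replicate 3, with a mean of 5.85 ± 1.38 (SD, n = 3). The pair was picked from the same counts as the highest and the lowest mean, so a test of its inequality would be fixed by the choice and no p is given. This ratio was lowest, 1.73, with no Phred minimum, where A > U and not A > C was the least frequent kind, and highest, 13.1, at read position 10. The ratio of transitions to transversions was 0.839, 1.05 and 0.869, with a mean of 0.918 ± 0.112 (SD, n = 3), above the 0.5 of random substitution in 3 of 3 libraries. An exact two-sided sign-flip test over the libraries gave p 0.25, the smallest that 3 libraries allow, so this design cannot pass the threshold. With no Phred minimum the ratio was 0.506.

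Because the libraries keep the RNA strand, a mistake on RNA and its complement can be counted apart, whereas errors in copying double-stranded DNA give both alike. Errors of reverse transcription, miscalled bases and RNA damage can also make complementary kinds unequal. An unequal pair therefore does not by itself mark mistakes of RNAP. The question was whether complementary kinds were equally frequent, and 4 of 6 pairs were called unequal. The mean log2 ratio was 2.20 ± 0.51 (SD, n = 3) for G > U over C > A, 0.66 ± 0.09 for A > G over U > C, 0.57 ± 0.11 for U > G over A > C and 0.40 ± 0.07 for C > U over G > A. The first kind was the higher one in 3 of 3 libraries for each of these pairs, and the largest of their adjusted exact binomial p-values was 0.00362. The G > C over C > G ratio, 0.75 ± 0.49, was positive in 3 of 3 libraries but was not called, since replicate 2 had an adjusted exact binomial p of 0.247. Without replicate 2 the pair was called, at 1.01. The log2 ratio of A > U over U > A was 0.15 ± 0.18, with a value under 0 in replicate 2. Per template base, the scale of the test, it was 0.29 ± 0.13 and above 0 in 3 of 3 libraries, but replicate 2 had an adjusted exact binomial p of 0.127. The pair was called without replicate 2, at 0.24. Of the 18 tests, 16 had an adjusted p under 0.05. The call for U > G over A > C did not hold with collapsed reads (0.021) or with at most 1 mismatch per read (0.43), and it was reversed with no Phred minimum (-0.10). That for A > G over U > C did not hold at read position 10 (0.24), and that for G > U over C > A did not hold with no Phred minimum (0.47).

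**Figure D3:**
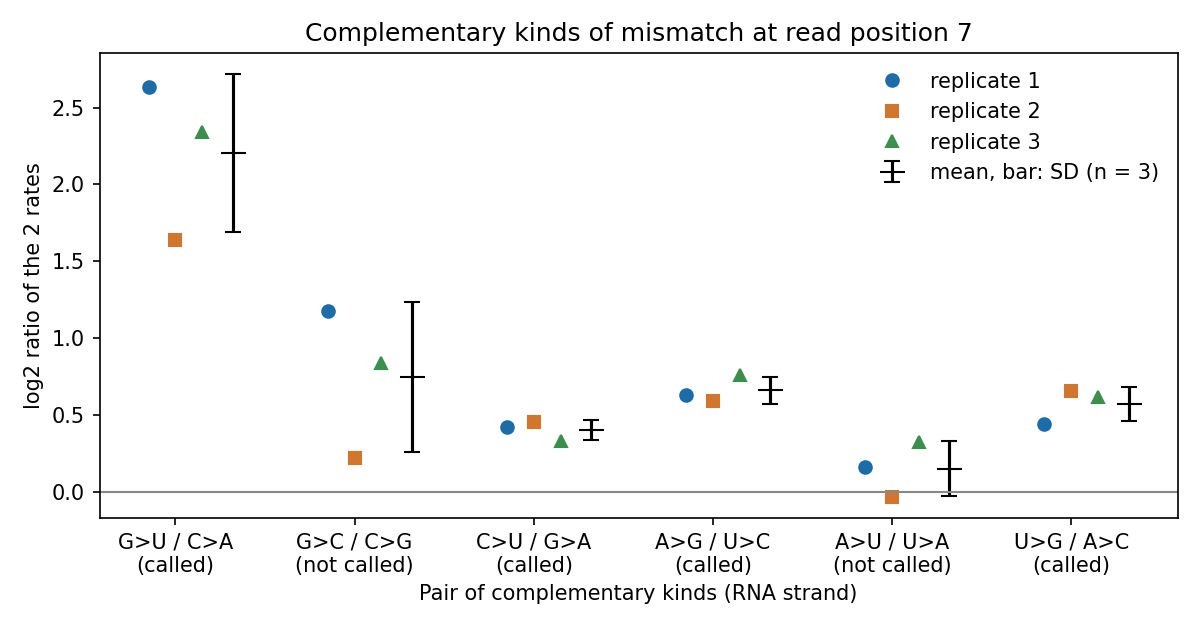
The log2 ratio of the rates of each pair of complementary kinds at read position 7 (vertical axis) for the 6 pairs (horizontal axis), with points for the 3 libraries and a black mark for their mean with SD (n = 3). All points lie above 0 except A > U over U > A in replicate 2, at -0.03.

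The total rate fell steeply from the 5′ end of the reads. It was 13.4% ± 0.797 (SD, n = 3) at position 1, 1.74% ± 0.208 at position 2 and 0.165% ± 0.00604 at position 6. From position 8 to 40 its median was 0.0573% ± 0.00549. The lowest mean was 0.0497% ± 0.00513, at position 15, and position 10 had 0.0498% ± 0.00557. Towards the 3′ end the rate rose to 0.0943% ± 0.00602 at position 45 and 0.322% ± 0.0119 at position 50. Position 7 was 1.46 ± 0.0482 times as high as position 10 and higher in 3 of 3 libraries, with no test between positions. Position 10 was among the lowest. Rates like that of position 7 were also found at position 9, with 0.0732% ± 0.00809, at position 19, with 0.0770% ± 0.00720, and at position 20, with 0.0723% ± 0.00580, while position 8 had 0.0591% ± 0.00609. Among the alternatives for the rate along the read, dropping the Phred minimum moved its lowest value most, to 0.0975%.

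**Figure D4:**
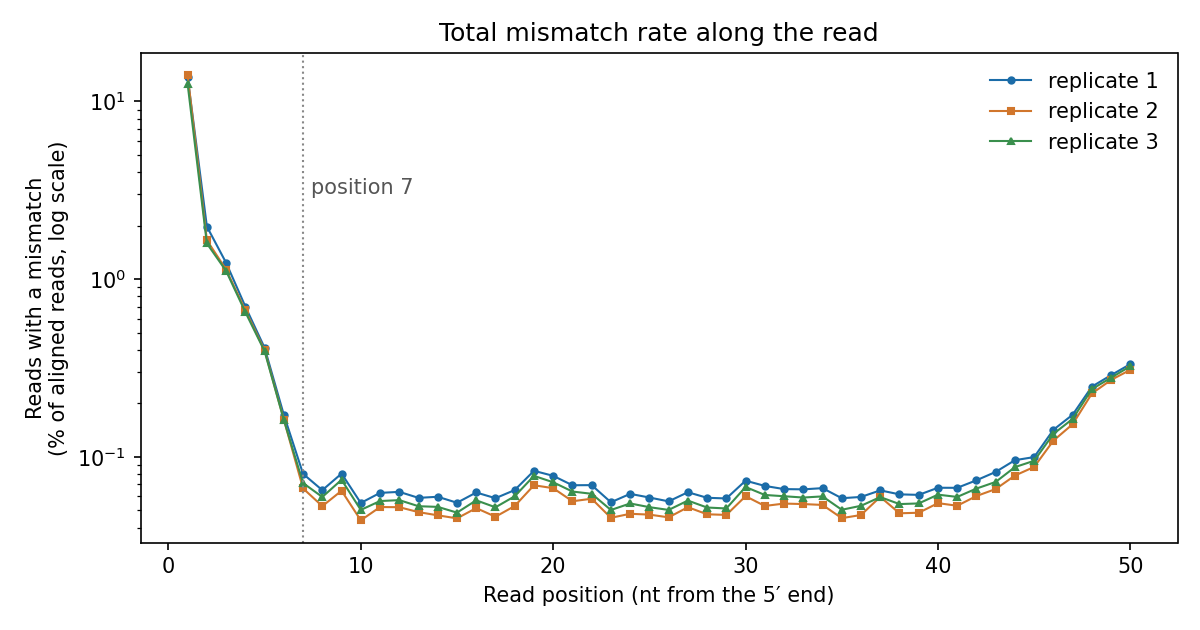
Percentage of aligned reads with a mismatch (vertical axis, log scale) at each read position from the 5′ end in nt (horizontal axis), 1 line per library, with position 7 marked by a dotted line. The mean fell from 13.4% at position 1 to 0.0727% at position 7 and rose to 0.322% at position 50.

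A mistake scattered at random should not recur at a single place in the genome, and recurrent mismatches were therefore counted apart. Of 415250 strand and position pairs with at least 100 passing reads in every library, 1605 had a recurrent mismatch, 1383 of them under 50% and 222 at 50% or more of pooled reads. In 1570 of these sites most mismatched bases lay in the first 5 read positions, and in 25 they lay in the last 5. Leaving out these end positions lowered the counts to 8 and 3 sites. With reads of the same start, strand and length collapsed, 0 sites of either class were found, but only 68 pairs then had 100 reads in every library.

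The sites are written as RNA-strand reference base, position on the chromosome of build ASM584v2 counted from 1, and read base. The 10 with the highest mean share under 50% pooled had mean shares of 48.8% to 51.6%. C2393606A in the coding sequence of nuoL, on the reverse strand, had 51.6% ± 11.03 (SD, n = 3) of 610 pooled passing reads, and the same base change would give Q481K. G691883A in ybeY, also on the reverse strand, had 50.1% ± 2.15 of 614 reads and would leave the codon's residue as it is. U20890A in rpsT on the reverse strand, likewise silent, had 49.1% ± 11.2 of 13191 reads, with 46.6% (95% interval 45.2% to 48.1%), 61.3% (59.7% to 62.9%) and 39.3% (38.0% to 40.7%) in the 3 libraries. The other 7 lay outside annotated genes. C1405752U was 1 nt from mcaS, at 49.8% ± 0.659 of 1243 reads, and C3100752U was 24 nt from ansB, at 49.3% ± 3.77 of 6004 reads. C4124511U, C2352452U, G3883880C, C3318376U and G1109276U had 49.5% ± 3.86, 49.5% ± 1.98, 49.1% ± 4.91, 48.96% ± 4.35 and 48.8% ± 9.37, of 575, 1852, 1313, 444 and 330 reads. They were nearest to cytR at 55 nt, glpT at 78 nt, ysdD at 146 nt, metY at 87 nt and opgG at 59 nt. Outside the first and last 5 read positions, U20890A had the mismatch in 1 of 877 passing reads and the other 9 sites in 0 reads. Depth there was low at some sites, with 0 passing reads at C3318376U and 2 at C2352452U.

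Of the sites at 50% or more, the deepest was C4049898U, 1 nt from spf on the forward strand, at 52.9% ± 0.813 (SD, n = 3) of 182963 pooled reads. The next 4 were the same change at the same distance, 33 nt, from the genes of 16S ribosomal RNA. A4168233U near rrsB had 65.4% ± 0.538 of 168636 reads, A3943382U near rrsC had 66.6% ± 0.313 of 91240, A4209721U near rrsE had 66.8% ± 0.876 of 79488 and A2729583U near rrsG had 63.3% ± 0.379 of 46226. Away from the read ends the mismatch was found in 0 of 676 passing reads at C4049898U. In the order above, the 4 sites near 16S genes had it in 1 of 38, 1 of 14, 0 of 8 and 1 of 21 passing reads there, so that few reads lie behind these values.

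The gene shares show on which transcripts the mismatches were measured. The gene with the most reads was cspA (b3556, 3720049 to 3720261, forward strand), a cold shock protein gene, with 9.17% ± 2.22 (SD, n = 3) of aligned reads. It held 7.10% (95% interval 7.08% to 7.11%) in replicate 1, 11.51% (11.49% to 11.53%) in replicate 2 and 8.91% (8.89% to 8.93%) in replicate 3. It was followed by ssrA (b2621, 2755593 to 2755955, forward) at 3.20% ± 0.356, rnpB (b3123, 3270216 to 3270592, reverse) at 1.78% ± 0.105, lpp (b1677, 1757421 to 1757657, forward) at 1.36% ± 0.175 and cspB (b1557, 1641339 to 1641554, reverse) at 1.18% ± 0.369. These 5 genes held 16.7% ± 2.14 of reads, and 0.174% with reads of the same start, strand and length collapsed. Genes of ribosomal RNA held 0.00316% ± 0.000663. Only reads with a single place in the genome were kept, so reads that match several copies of a gene are missing. This share therefore does not measure the ribosomal RNA left after depletion. The proofreading factor genes were read at 0.0118% ± 0.00110 for greA (b3181, 3328239 to 3328715, reverse) and 0.00310% ± 0.000497 for greB (b3406, 3536812 to 3537288, forward). The RNAP subunit genes had 0.101% ± 0.0272 for rpoB (b3987, 4181245 to 4185273, forward) and 0.119% ± 0.0402 for rpoC (b3988, 4185350 to 4189573, forward). For rpoC the share was 0.0726% (0.0710% to 0.0743%) in replicate 2 and 0.146% (0.144% to 0.148%) in replicate 1, a difference beyond counting error.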

Values the study reported

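The study compared mismatch rates at one read position between E. coli and Synechocystis. It reported that some base changes, C to U and A to G, were more frequent in Synechocystis, reaching at most 125% of the other level. It measured its specific rates at the 7th position of each read.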

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

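The reads with no mismatch at positions 1 to 6 and the reads outside the 5 genes with the most reads were tests chosen only after the result was seen. At a Phred minimum of 20 the total rate was 0.0840%, the ratio of transitions to transversions 0.752, the log2 ratio of G > C over C > G 0.80 (now called) and that of A > U over U > A -0.43 (reversed). With no Phred minimum these were 0.121%, 0.506 (exact sign-flip p 0.75), 0.89 and -1.36, while G > U over C > A was 0.47 (no longer called) and U > G over A > C -0.10 (reversed). The cause was not tested. At a Phred minimum of 35, A > U over U > A was 0.26 (called). With collapsed reads the total rate was 0.0867%, G > C over C > G 1.23 (called) and U > G over A > C 0.021 (not called). With at most 1 mismatch per read these were 0.0501%, 0.98 (called) and 0.43 (not called), and A > U over U > A was 0.41 (called). Read position 10 gave a total rate of 0.0498%, G > C over C > G 1.39 (called), A > G over U > C 0.24 (not called) and A > U over U > A 0.85 (called). Read position 20 gave a ratio of transitions to transversions of 0.723 and G > C over C > G of -0.69 (reversed), with C > G at 0.00682% against 0.00346% at position 7 and G > C at 0.00444% against 0.00613%. There A > G over U > C was 1.56 and U > G over A > C 2.01, both still called. The mean over positions 7 to 18 gave a total rate of 0.0579%, A > U over U > A of 0.36 (called) and U > G over A > C of 1.63 (called). Without the 5 genes with the most reads, G > C over C > G was 0.77 (called). Kinds that end in G were raised together at position 20, and for the other settings the cause was not tested.

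The denominator and the sites left out changed no call at read position 7. Kendall's W for the order of the kinds was 0.896 to 0.975 over the alternatives with all libraries, each with the smallest permutation p, 1e-05. The ratio of G > U to A > C was 1.73 to 13.1 under them. Of 204 values of single kinds under an alternative, 91 moved by more than 1 SD, 42 up and 49 down, including all 12 kinds per template base. Along the read, position 1 was 14.6% over passing reads. The lowest rate was 0.0592% at a Phred minimum of 20, 0.0975% with none and 0.0598% with collapsed reads. In the same order position 50 had 0.337%, 0.569% and 0.523%, and 0.348% over passing reads.

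Recurrent sites under 50% numbered 4929 at a minimum share of 2%, 529 at 10%, 3318 at 30 reads, 8 without read ends and 0 with collapsed reads. Those at 50% or more numbered 499 at 30 reads, 3 without read ends and 0 with collapsed reads, where 68 pairs kept 100 reads in every library. Looser limits raise these counts by their construction. The share of the 5 genes was 0.174% with collapsed reads, which counts each start, strand and length once. Leaving out 1 library at a time gave 0.0689% to 0.0758% for the total rate, 0.854 to 0.958 for transitions to transversions and 5.15 to 6.54 for G > U to A > C. G > C over C > G was 0.53 to 1.01 and A > U over U > A 0.066 to 0.24, both called only without replicate 2. The other 4 pairs were called each time. Sites under 50% numbered 1546 to 2034 and those at 50% or more 225 to 242. The 5 genes held 15.5% to 17.6%. No paired analysis was possible because all 3 libraries are of 1 group. Depth limits the rarer kinds, as A > C rested on 224 to 257 reads per library.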

Other observations

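The removal of read ends had been set before the data were examined, but several other tests were chosen only after the result was seen. Among them were the match of the authors' deposited table to complementary kinds and the order of the libraries along the read. The comparison of G > U and G > C with C > A and C > G was chosen then too. So were the draws of covered adenines, the shares at the tRNA sites and the comparison of G calls with other kinds. The limits that decide the tests of reads with a clean 5′ end, of collapsed reads and of UACG elsewhere were also set with their values in view.

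The specific rates in the authors' deposited table did not match the counts of the same kind here. Of 36 rates in the authors' deposited table, 36 equalled the count of the complementary kind over passing reads with no site left out, within 1 read, and 0 equalled the kind of the same name. The largest difference was 0.0342 reads. The most frequent kind in the authors' deposited table, C > A with a mean of 0.0137%, is thus the set of reads with G > U here. Since 96.8% to 97.5% of reads in coding genes lay on the gene's strand, the match is consistent with kinds named on the strand opposite to the RNA. If the text of the study names kinds in the same way, its C to U and A to G would be G > A and U > C in the notation used here. The total rates in the authors' deposited table, 0.0489%, 0.0474% and 0.0465% over 95571388, 87773067 and 91952964 nt, matched no rate computed here, and their basis stays open. The lengths are below the 519923244, 469450090 and 479985311 passing bases counted here. No biological explanation was tested.

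The rate at position 7, where the steep fall from the 5′ end of the reads ended, was 1.46 ± 0.0482 times that at position 10. Position 10 is among the lowest, and rates of 0.0732%, 0.0770% and 0.0723% were also found at positions 9, 19 and 20, where kinds that end in G were raised. These kinds summed to 0.0164% at position 7, above the 0.00776% at position 10, and so make up a part of the difference. Without those kinds the sum was 0.0563% at position 7, against 0.0503%, 0.0484% and 0.0462% at these positions and 0.0420% at position 10. Reads that start with a wrong or added base could carry it over. In reads with no mismatch at positions 1 to 6 the ratio was 1.34 ± 0.0258, lower but above 1 in every library, so such reads explain at most a part of the excess. Collapsing reads of one start, strand and length left 1.45 ± 0.0513, which argues against a few stacks of reads. Reads with a mismatch at positions 1 to 6 had 0.107%, 0.0970% and 0.0990% mismatches at position 7, against 0.0769%, 0.0614% and 0.0678% in the others. At position 20 they had fewer, 0.0752%, 0.0625% and 0.0696% against 0.0833%, 0.0716% and 0.0764%. The aligner's limit of 3 mismatched bases may remove some reads with earlier mismatches, which was not tested. The rest of the excess stays open. No biological explanation was tested.

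G > U and G > C differed between libraries that the labels describe alike. Over positions 8 to 40 replicate 1 had 1.86 times the G > U rate of replicate 2 (95% interval 1.83 to 1.89) and 2.40 times its G > C rate (2.34 to 2.46). Errors in copying double-stranded DNA would add about the same amount to C > A as to G > U, and to C > G as to G > C. At position 7 replicate 1 minus replicate 2 was 0.00674% of reads for G > U (0.0167% and 0.00993%) and -0.000509% for C > A (0.00268% and 0.00319%). It was 0.00483% for G > C (0.00843% and 0.00360%) and 0.000631% for C > G (0.00372% and 0.00309%). Over positions 8 to 40 these differences were 0.00722%, 0.0000982%, 0.00378% and 0.000495%. Such errors are thus argued against as the whole cause, while a small part in G > C stays open. Base calls of lower quality are argued against by a G > U ratio of 1.70 (1.57 to 1.84) at a Phred minimum of 35. A few sites cannot hold the excess, as the 10 largest took 7.43% of the G > U reads of replicate 1. Replicate 1 was highest and replicate 2 lowest at 33 of 33 positions for both kinds, while C > U showed this order at 26, C > G at 25 and the remaining kinds at 1 to 11 positions. The order of G > U and G > C is consistent with a change of guanine in the RNA, such as oxidation during handling, that varied between preparations. A change of guanine in the first copy would raise C > A and C > G instead, and is argued against as the cause of the G > U and G > C excess by the small differences in these kinds over positions 8 to 40. A change of guanine in the RNA leaves the smaller rises of C > U, 1.14 times (1.12 to 1.16), and of C > G, 1.18 times (1.14 to 1.21), over these positions without an explanation. A difference between the cultures in mistakes of RNAP would leave the same order, and no value here separates these hypotheses. If damage were the cause, the highest specific rate at position 7 would measure the preparation as well as transcription.

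Recurrent sites belonged mostly to read ends. In 97.8% of the 1605 sites, 90% or more of the mismatched bases lay in the first or last 5 read positions. Of the 697 sites that kept at least 100 passing reads in every library without those positions, 9 were found again, and 11 sites were found in all. This is consistent with bases added or miscalled at read ends, for instance as reverse transcriptase reaches the end of the RNA at a fixed 5′ end. That could be why shares of 63.3% to 66.8% stood at the same distance from 4 ribosomal RNA genes. No biological explanation was tested.

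The 11 sites found with read ends left out were chosen after their values were seen, and their shares leave those ends out. Among them, 6 were A > G, and 5 of these lay in the sequence UACG. A1491986G, in hokB on the reverse strand, had 90.7% ± 3.35 (SD, n = 3) of passing reads, and as Y29C it would change tyrosine to cysteine. It also lies in mokB, which overlaps hokB. A2818101G in argZ had 83.0% ± 2.75, A2817826G in argQ 72.1% ± 2.02 and A2818515G in argV 45.4% ± 3.10, each at position 35 of the tRNA gene. The sequence around these tRNA sites occurred 4 times in the covered reference, and only reads with a single place were kept. Their shares thus cover only reads that reach sequence telling the copies apart, and not the whole of these tRNAs. A3965663G, 33 nt from rhlB and 98 nt from trxA, had 23.1% ± 2.32. The sixth, A1757587G in lpp (Q56R), had 8.56% ± 3.12 and lay in CAGG. The other 5 were G3448222C at 25.4%, G106505C at 15.1%, U954485C at 7.55%, and C3719908U and A3719912U upstream of cspA at 7.09% and 5.19%. At several sites most mismatched bases still lay at read ends. The first 5 read positions held 94.8% of them at U954485C, 73.6% at G3448222C and 54.3% at G106505C. The last 5 held 60.1% at A2817826G and 51.8% at A2818101G. Without read ends, U954485C rested on 29 mismatched reads.

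Of 79866 adenines covered as deeply, 1.12% lay in UACG, but the motif was read from the sites themselves, and the 3 tRNA genes are near copies. With these counted once, 3 of 4 sites shared UACG. In 100000 draws of 4 covered adenines, sharing of any 4-base context by as many sites had a permutation p of 0.00181. The 3 sites also shared the longer window of 1 base before and 4 after, the rarest sharing of 35 windows tried. Sharing as rare as that, in any context and any of these windows of up to 5 bases on each side, had a permutation p of 7.00e-05. Both values argue against chance for the context, though the choice of A > G among the 11 sites is not covered by the draws. A strain variant is argued against at the hokB and trxA sites, since reads of the opposite strand had the complementary base in 0 of 193 and 0 of 23 cases (0% pooled, which allows up to 1.69%). For the trxA site alone the limit was 14.8%, below its share. No opposite-strand read covered the tRNA sites, but a fixed variant in a haploid cell would be near 100%, and the highest of their pooled shares was 82.5% (79.4% to 85.4%). Reads from another copy do not explain the change, as the sequence with G, from 10 bases before the site to 5 after, occurred 0 times in the covered reference. A general rise of A > G in UACG is too small: at other UACG sites the rate was 1.27 ± 0.134 times that at other adenines, higher in 3 of 3 libraries but only 0.0362%, and 12 of 64 contexts ranked above it. A candidate explanation is deamination of adenosine to inosine, read as G, by an enzyme that recognises UACG. This remains a hypothesis, as no library without such an enzyme was analysed here.

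Kinds that end in G rose together over short stretches of read positions. The summed rate of A > G, C > G and U > G was 0.0286% ± 0.000805 at position 19, 0.0261% at position 20, 0.0196% at position 21, 0.0205% at position 22 and 0.00814% ± 0.000200 at position 23. The ratio of position 19 to position 23 was 3.52 ± 0.0696. The sum was 0.0164% at position 7 and 0.0229% at position 9, against 0.00776% at position 10. The other 9 kinds changed 1.14-fold between positions 19 and 23. Collapsed reads gave 3.62 ± 0.355, which argues against stacks of reads. An effect of certain sequencing cycles on calls of G is consistent with these values, and A > G, C > G and U > G rates taken at 1 position may depend on which position is read. Between positions 19 and 23, A > G alone differed 2.55-fold. The log2 ratio of A > G over U > C was 0.24 at position 10 and 1.56 at position 20. No biological explanation was tested.

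Shares of the cold shock protein genes differed between cultures. The 9 csp genes held 9.23%, 14.6% and 11.1% of reads. The share of cspG was 0.274%, 0.757% and 0.327%, and that of cspI was 0.0154%, 0.0412% and 0.0195%, both highest in replicate 2. The opposite was found for cspE, with 0.430%, 0.264% and 0.418%, and to a lesser degree for cspC, with 0.439%, 0.384% and 0.396%. Causes were not tested.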
